# Lack of acute phase response in the livers of mice exposed to diesel exhaust particles or carbon black by inhalation

**DOI:** 10.1186/1743-8977-6-12

**Published:** 2009-04-20

**Authors:** Anne T Saber, Sabina Halappanavar, Janne K Folkmann, Jette Bornholdt, Anne Mette Z Boisen, Peter Møller, Andrew Williams, Carole Yauk, Ulla Vogel, Steffen Loft, Håkan Wallin

## Abstract

**Background:**

Epidemiologic and animal studies have shown that particulate air pollution is associated with increased risk of lung and cardiovascular diseases. Although the exact mechanisms by which particles induce cardiovascular diseases are not known, studies suggest involvement of systemic acute phase responses, including C-reactive protein (CRP) and serum amyloid A (SAA) in humans. In this study we test the hypothesis that diesel exhaust particles (DEP) – or carbon black (CB)-induced lung inflammation initiates an acute phase response in the liver.

**Results:**

Mice were exposed to filtered air, 20 mg/m^3 ^DEP or CB by inhalation for 90 minutes/day for four consecutive days; we have previously shown that these mice exhibit pulmonary inflammation (Saber AT, Bornholdt J, Dybdahl M, Sharma AK, Loft S, Vogel U, Wallin H. Tumor necrosis factor is not required for particle-induced genotoxicity and pulmonary inflammation., Arch. Toxicol. 79 (2005) 177–182). As a positive control for the induction of an acute phase response, mice were exposed to 12.5 mg/kg of lipopolysaccharide (LPS) intraperitoneally. Quantitative real time RT-PCR was used to examine the hepatic mRNA expression of acute phase proteins, serum amyloid P (*Sap*) (the murine homologue of *Crp*) and *Saa1 *and *Saa3*. While significant increases in the hepatic expression of *Sap, Saa1 *and *Saa3 *were observed in response to LPS, their levels did not change in response to DEP or CB. In a comprehensive search for markers of an acute phase response, we analyzed liver tissue from these mice using high density DNA microarrays. Globally, 28 genes were found to be significantly differentially expressed in response to DEP or CB. The mRNA expression of three of the genes (serine (or cysteine) proteinase inhibitor, clade A, member 3C, apolipoprotein E and transmembrane emp24 domain containing 3) responded to both exposures. However, these changes were very subtle and were not confirmed by real time RT-PCR.

**Conclusion:**

Our findings collectively suggest that *Sap, Saa1 *and *Saa3 *are not induced in livers of mice exposed to DEP or CB. Despite pulmonary inflammation in these mice, global transcriptional profiling of liver did not reveal any hepatic response following exposure by inhalation.

## Background

Exposure to particulate air pollution is associated with cardiovascular morbidity and mortality [1-4]. However, the underlying mechanisms linking particulate air pollution and cardiovascular effects are unclear. It has been hypothesized that particle exposure may cause cardiovascular disease through particle-mediated lung inflammation leading to a systemic inflammatory reaction [5]. C-reactive protein (CRP) and serum amyloid A (SAA) are acute phase proteins produced in the liver in humans in response to inflammatory stimuli [6]. Humans exposed to ambient particulate matter (PM) have increased blood levels of CRP [5,7-9]. Epidemiological studies have shown associations between increased concentrations of SAA and CRP in plasma, and increased risk of cardiovascular diseases [10-12] and cancer [13].

Induction of an acute phase response has been reported in rodents exposed to particles in several studies. Fibrinogen and platelet activation, primary effectors of the acute phase response, has been observed in rodents following exposure to particles [14-16]. Recent studies have shown increased blood concentrations of CRP in rats after instillation [17] or inhalation [18] of PM. However, CRP is minimally induced in mice [19]. In contrast, SAA and serum amyloid P (SAP), the murine homologue to CRP, are strongly induced in mice following inflammatory stimuli. Acute-phase protein production is primarily regulated at the transcriptional level, although some post-transcriptional mechanisms may operate [20,21]. Therefore, mRNA expression levels of *Sap *and *Saa *may provide sensitive markers of systemic acute phase response in mice.

Diesel exhaust particles (DEP) are produced by incomplete combustion of diesel fuels. In urban settings, diesel exhaust is a prominent source of fine particles [22]. Carbon black (CB) is manufactured under controlled conditions for commercial use, primarily as a reinforcing agent in rubber and as black pigment in paints and printing inks. CB has been used in toxicological testing as a model particle for the carbonaceous core of DEP devoid of polycyclic aromatic hydrocarbons (PAHs) [23].

Inhalation and intratracheal instillation of DEP, CB or biofuel particles results in pulmonary mRNA expression of interleukin *(Il)-6 *in mice [24-26]. IL-6 is the chief stimulator for the production of most acute phase proteins [6]. However, evidence demonstrating the direct response of acute phase genes following pulmonary exposure to particulate air pollution is lacking. Our previous work investigated the induction of inflammation and DNA damage in mice exposed to DEP or CB particles by inhalation [25]. The mice responded with substantial pulmonary inflammation [25]. Given this positive response, in the present study we investigate potential markers of acute phase response in these mice.

## Results

### Hepatic expression of acute phase genes in mice exposed to lipopolysaccharide (LPS) by intraperitoneal injection

Exposure to LPS is known to result in an acute phase response. C57BL/6 mice were exposed to LPS as a positive control to confirm that we could detect an acute phase response with our approach. RT-PCR was used to quantify the expression of a few target genes in the liver, namely *Sap, Saa1 and Saa3*. Six hours after intraperitoneal (i.p.) injection of 12.5 mg/kg of LPS, a large increase in mRNA levels of *Sap *(2.5-fold, P < 0.05), *Saa1 *(4.5-fold, P < 0.001) and *Saa3 *(120-fold, P < 0.001) was observed in exposed animals compared to their matched controls administered saline i.p. (Table 1). The results confirm that the transcription of these three genes is up-regulated in the liver as part of the acute phase response.

**Table 1:** Hepatic mRNA expression levels of *Sap*, *Saa1 *and *Saa3*

Marker	0.9% NaCl i.p	LPS i.p.
*Sap*	0.00164 ± 0.00057	0.00408 ± 0.00055*
*Saa1*	0.00866 ± 0.00411	0.04081 ± 0.00423***
*Saa3*	0.00003 ± 0.00002	0.00360 ± 0.00087***

Relative hepatic mRNA expression levels of acute-phase markers in mice measured 6 h after i.p. injection of 12.5 mg/kg LPS or 0.9% NaCl

Messenger RNA expression levels were normalized to 18S rRNA. Mean ± SEM is shown (n = 4)

*P < 0.05 versus 0.9% NaCl

***P < 0.001 versus 0.9% NaCl

### Hepatic expression of acute phase genes in mice exposed to DEP or CB by inhalation

The mRNA expression of *Sap*, *Saa1 *and *Saa3 *(Figure 1) in livers from C57BL/6 mice exposed by inhalation to filtered air, 20 mg/m^3 ^DEP or CB for 90 min for 4 consecutive days was measured 1 h after the last exposure using RT-PCR. The expression of these genes was unaffected by exposure.

**Figure 1:**
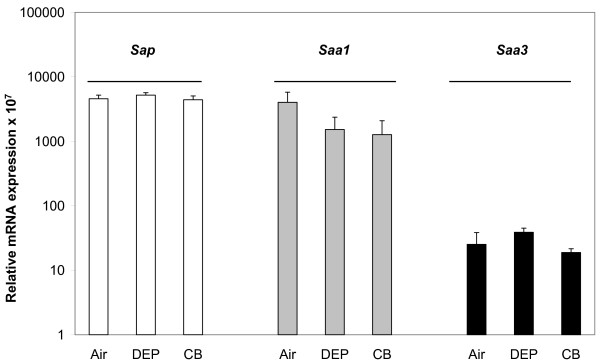
**Hepatic mRNA expression levels of *Sap*, *Saa1 *and *Saa3***. Relative *Sap *(white bars), *Saa1 *(grey bars) and *Saa3 *(black bars) mRNA expression levels in the liver of mice exposed to filtered air, DEP or CB by inhalation. Messenger RNA expression levels were normalized to 18S rRNA. Mean+SEM is shown. Each group consisted of 7–8 animals.

### SAA plasma concentration in mice exposed to DEP or CB by inhalation

The concentration of SAA in plasma from C57BL/6 mice exposed by inhalation to filtered air, 20 mg/m^3 ^DEP or CB for 90 min for 4 consecutive days was measured 1 h after the last exposure. The concentration of SAA in plasma was unaffected by exposure (data not shown).

### Microarray analysis of liver tissue from mice exposed to DEP or CB by inhalation

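Liver RNA from 23 C57BL/6 mice was hybridised to 1 array per mouse: 8 mice had inhaled filtered air, 8 carbon black (CB) and 7 diesel exhaust particles (DEP). The particle dose was 20 mg/m3 for 90 min on 4 days. The paper gives the time after the last exposure as 1 h and the age as 10 to 12 weeks, and the sample labels give 90 minutes and 12 to 13 weeks. Each array carried liver RNA labelled with Cy5 beside universal mouse reference RNA labelled with Cy3, and the dyes were not exchanged on any array. The authors deposited the signal of each channel for every spot, the flags of absent spots and a log2 ratio normalized by lowess within each array. The log2 ratios of liver to reference used here were computed from the deposited signals by loess within each array, over the 18688 of 22575 features that have a listed gene. All 3 groups were fitted in 1 model with limma, and p-values were adjusted by the Benjamini-Hochberg method over these features, with a threshold of 0.05. The median Cy5 signal of an array was 241 to 473 in the air group, 241 to 477 in the CB group and 272 to 422 in the DEP group. The deposited flags marked 17.3% to 46.6% of the features as absent in Cy5 in the air group, 25.2% to 44.5% in the CB group and 23.5% to 42.0% in the DEP group. The mice came from 3 rounds of exposure, which held 2 air, 1 CB and 1 DEP mice in the first, 4, 6 and 2 in the second and 2, 1 and 4 in the last. The number of arrays limits the precision of every value.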

Changes in gene expression were analysed using Agilent Mouse Oligo Microarrays (G4121A). Statistically significant differential expression was defined as up-or down-regulation at the false-discovery-corrected level P < 0.05, compared with filtered air-exposed controls. Of 21,318 genes examined, 25 genes were affected by CB exposure and 6 were affected by DEP exposure compared to filtered air-exposed mice (Table 2). 

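After CB, the smallest p-value belonged to Cyp4f14, a cytochrome P450 that oxidises fatty acids and leukotrienes (NM_022434). Its log2 ratio was 4.61 ± 0.29 (SD, n = 8 mice) in the air group, 3.87 ± 0.28 (SD, n = 8) in the CB group and 4.22 ± 0.20 (SD, n = 7) in the DEP group. The log2 fold change was −0.75 (standard error 0.13, adjusted p = 0.0816 from limma) after CB and −0.40 (standard error 0.13, adjusted p = 0.997) after DEP. Fitted with the exposure round as a block these were −0.75 and −0.34, within the second round −0.61 and −0.37, within the last round −1.17 and −0.24, and with the Cy5 signal alone, without the reference, 0.00 and −0.40. Of the 18688 features, limma called 0 after CB, 0 after DEP, 0 between CB and DEP and 0 for both particle groups together against air. At an unadjusted p under 0.05 there were 1110, 900, 643 and 1128 features, and 934.4 are expected by chance. The Fs test of the paper's methods also called 0 in each comparison, with 1127, 989, 690 and 1210 features at an unadjusted p under 0.05. With the exposure round or the array set as a block and within the second round, limma called 0 in all 4 comparisons (with the round as a block, 1048, 1180, 719 and 1253 features at an unadjusted p under 0.05). With median centring of each array in place of loess, 285 features passed after CB and 46 for both particle groups together, in values whose median over all features was shifted by −0.11 after CB. In limma with array weights Cyp4f14 passed after CB (adjusted p = 0.0193), as it did in limma without CB mouse 59 (adjusted p = 0.0198) or without air mouse 442 (adjusted p = 0.0124), and within the last round, which has 1 CB mouse, 50 features passed after CB and 100 between CB and DEP.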

Complete DNA microarray data are available in NCBI gene expression and hybridization array data repository (GEO, ), accession number GSE11346. 

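Tmed3 encodes a transmembrane protein of the p24 family, which sorts cargo into the vesicles of the secretory pathway (NM_025360). Its log2 ratio was −1.48 ± 0.14 (SD, n = 8 mice) in the air group, −1.88 ± 0.12 (SD, n = 8) in the CB group and −1.97 ± 0.18 (SD, n = 7) in the DEP group. The log2 fold change was −0.40 (standard error 0.08, adjusted p = 0.298 from limma) after CB and −0.49 (standard error 0.09, adjusted p = 0.151) after DEP. For both particle groups together it was −0.44 (standard error 0.07, adjusted p = 0.0538 from limma), and Tmed3 had the smallest p-value of all features in this comparison. No spot of Tmed3 was saturated or absent. With the exposure round as a block the log2 fold changes were −0.43 after CB and −0.46 after DEP, within the second round −0.42 and −0.39, and within the last round −0.34 and −0.50. With a filter that kept the 15036 features above the absent limit, the adjusted p of limma for both particle groups together was 0.0361. It was under the threshold too without CB mouse 48 (0.0376), DEP mouse 444 (0.0214), air mouse 442 (0.0380) or air mouse 835433 (0.0302). Without any other single mouse it was above the threshold, among them air mouse 53 (0.154) and air mouse 835432 (0.237). It was also above it with the deposited log2 ratios (0.132), the array set as a block (0.103), array weights (0.0771) and the round as a block (0.0588). Serpina3c was not analysed here.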

Three genes (*Serpina3c*, *Tmed3 *and *Apoe*) were down-regulated in response to both exposures. 

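Apoe encodes apolipoprotein E, which carries lipids in blood and is made in large amounts by hepatocytes (NM_009696). Its Cy5 signal was saturated on all 23 arrays, so no fold change of liver RNA is given for it. The Cy3 signal of the same spot, the channel of the reference RNA, was 3436 ± 947 (SD, n = 8 mice) in the air group, 6363 ± 1819 (SD, n = 8) in the CB group and 5265 ± 622 (SD, n = 7) in the DEP group. Relative to the median Cy3 signal of each array, the log2 Cy3 signal of Apoe was 0.99 higher in the CB than in the air group (standard error 0.26, p = 0.00171 from a two-sided exact permutation test) and 0.79 higher in the DEP group (standard error 0.24, p = 0.00699 from the same exact test). In the 29 other features with a saturated Cy5 spot on every array, the median of this Cy3 difference was 0.57 after CB and 0.39 after DEP, and it was above 0 in all 29 after each exposure.

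**Figure D1:**
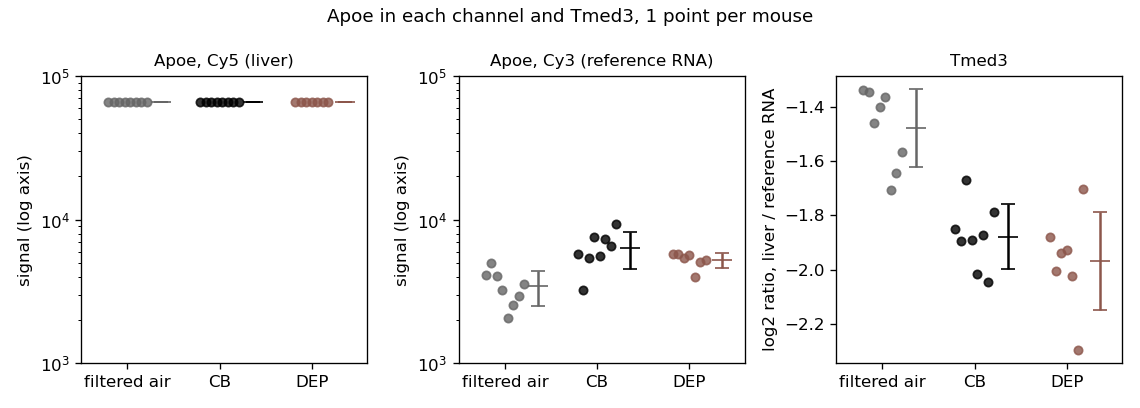
Cy5 and Cy3 signals of Apoe (log axes) and log2 ratio of Tmed3, with 1 point per mouse in the air (n = 8), CB (n = 8) and DEP (n = 7) groups and the mean ± SD beside the points. The Cy5 signal of Apoe lies at the top of the scale in all mice, and the Cy3 signal lies higher in the CB and DEP groups.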

Exposure to CB and DEP caused a 1.9 and a 2-fold decrease in *Serpina3c*, a 1.7 and a 1.6-fold decrease in *Apoe*, and a 1.3 and 1.4-fold decrease in *Tmed3 *expression respectively. However, subsequent real-time PCR validation did not confirm the microarray analysis (data not shown). 

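Sap, Saa1 and Saa3 encode secreted proteins of the pentraxin and serum amyloid A families that the mouse liver makes during inflammation. The log2 ratio of Sap (listed as Apcs, NM_011318) was 3.16 ± 0.46 (SD, n = 8 mice) in the air group, 2.77 ± 0.41 (SD, n = 8) in the CB group and 3.16 ± 0.55 (SD, n = 7) in the DEP group. For Saa1 (NM_009117) the values were 4.05 ± 0.50, 3.73 ± 0.34 and 3.61 ± 0.14, and for Saa3 (NM_011315) 0.83 ± 1.51, 0.18 ± 1.37 and 0.25 ± 1.19, with the same numbers of mice. The log2 fold change of Sap was −0.38 (95% confidence interval −0.83 to 0.06) after CB and 0.01 (−0.46 to 0.47) after DEP. That of Saa1 was −0.31 (−0.67 to 0.04) and −0.43 (−0.80 to −0.07), and that of Saa3 −0.65 (−1.92 to 0.61) and −0.59 (−1.90 to 0.72). In two-sided exact permutation tests p was 0.102 and 0.974 for Sap, 0.169 and 0.0460 for Saa1 and 0.369 and 0.415 for Saa3. Adjusted over these 6 tests, the smallest was 0.276, for Saa1 after DEP, whose adjusted p from limma over all features was 0.997. With the exposure round as a block the log2 fold changes after CB and DEP were −0.44 and 0.06 for Sap, −0.34 and −0.40 for Saa1 and −0.48 and −0.41 for Saa3. Within the second round they were −0.75 and −0.01, −0.13 and −0.39, and −0.13 and 0.75, and within the last round −0.27 and 0.33, −0.82 and −0.42, and −0.82 and −0.13. Leaving out 1 mouse moved Saa3 after CB to between −0.99 (without CB mouse 835052) and −0.33 (without air mouse 53), and after DEP to between −0.95 (without DEP mouse 444) and −0.26 (without air mouse 53). Saa1 was saturated on 3 air, 2 CB and 2 DEP arrays, where its Cy3 signal was 2001.5 to 5724, against 460 to 1538 on the other 16. Its ratio is therefore capped there, and its confidence intervals set no limit on its change. Sap after CB was 0.00 with the Cy5 signal alone, and Sap after DEP was below 0 with the deposited log2 ratios (−0.02), median centring (−0.12), a background correction by normexp (−0.02) and the array set as a block (−0.15).

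**Figure D2:**
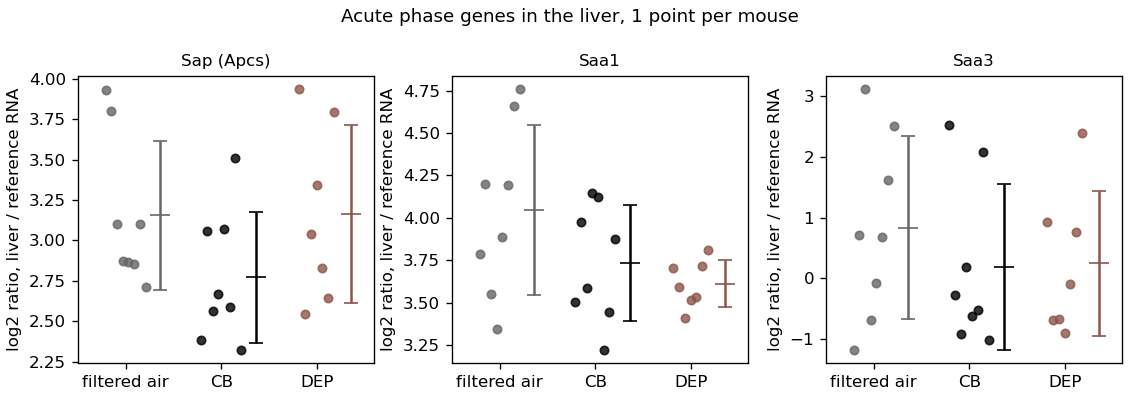
Log2 ratio of liver to reference RNA for Sap (Apcs), Saa1 and Saa3, with 1 point per mouse in the air (n = 8), CB (n = 8) and DEP (n = 7) groups and the mean ± SD beside the points. Of the values shown, those of Saa3 spread most between mice, with an SD of 1.51 in the air group. Those of Saa1 are capped on 7 arrays.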

Transcriptional profiling with microarrays revealed no changes in the expression profiles of *Sap, Saa1 *and *Saa3*, confirming the lack of response measured using real-time RT-PCR following exposure to DEP and CB. Indeed, given the very small number of genes from the 21,318 on the microarray that exhibited p-values less than 0.05, it is possible that the majority of the genes in the list are false positives. It is clear that the exposure to DEP and CB produces remarkably few changes in liver gene expression at the time point examined, and the changes that are induced are likely to be very subtle.

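The genes with the smallest p-values after CB included Hamp, which encodes the iron hormone hepcidin, Sil1, a nucleotide exchange factor of the chaperone BiP, and Got1, an aspartate aminotransferase. The log2 fold changes after CB were −0.65 (standard error 0.14, adjusted p = 0.298 from limma) for Hamp, −0.38 (standard error 0.08, adjusted p = 0.298) for Sil1 and −0.48 (standard error 0.11, adjusted p = 0.447) for Got1. After DEP, Sod2, the mitochondrial superoxide dismutase, had a log2 fold change of −0.32 (standard error 0.08, adjusted p = 0.753 from limma), Atp5g1, a subunit of the ATP synthase, one of −0.32 (standard error 0.08, adjusted p = 0.753) and Zc3hav1, an antiviral zinc finger protein, one of 0.47 (standard error 0.11, adjusted p = 0.753). At an unadjusted p under 0.001 there were 25 features after CB, 19 after DEP, 4 between CB and DEP and 34 for both particle groups together, and 18.7 are expected by chance in each. With the exposure round as a block the log2 fold changes of Hamp after CB and DEP were −0.65 and −0.45, within the second round −0.72 and −0.63, and within the last round −0.65 and −0.40. Saturated Cy5 spots of Hamp were found on 7 arrays, of Got1 on 9, of Sod2 on 6 and of Atp5g1 on 3. The Cy5 signal alone put Sil1 after CB at 0.03 and Atp5g1 after DEP at 0.53.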

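Several lists of genes that hepatocytes express had slightly lower log2 ratios in the exposed mice, in calls that mostly did not hold with an estimated correlation. Camera with a preset correlation of 0.01 called 14 of 37 lists after CB, 11 after DEP and 1 between CB and DEP, all lower. Without single mice these counts ran from 8 to 17, 7 to 18 and 0 to 4, and with median centring they were 22, 17 and 4. In 10 runs of simulated data with no change, at most 9 lists were called after CB and 6 after DEP. Other splits of the mice into groups of the same sizes reached 16 and 17. In 100 splits of the mice, the exposure groups included, as many were called in 3 for CB and 13 for DEP. Within exposure rounds these were 5 and 12, and within array sets 8 and 3. With an estimated correlation 2 of the 14 held, iron metabolism (adjusted p = 0.02497 with an estimated correlation) and the genes of Table 2, and 1 of the 11, the genes of Table 2, while the adjusted p with an estimated correlation was 0.0748 to 0.697 for the other 12 lists after CB and 0.137 to 0.656 for the other 10 after DEP. Of 16 measured genes of apolipoproteins and lipoprotein metabolism, which carry and process lipids in blood, 13 were lower after CB (median log2 fold change −0.37) and 14 after DEP (median −0.28). Of 30 other cytochrome P450 genes, which oxidise drugs, steroids and fatty acids, 24 and 22 were lower (medians −0.26 and −0.23), and of 44 genes of oxidative phosphorylation, by which mitochondria make ATP, 36 and 39 (medians −0.07 and −0.11). Cholesterol synthesis was lower in 12 of 20 genes after CB and 17 of 20 after DEP (medians −0.13 and −0.24). Complement and coagulation was lower in 22 and 20 of 29 genes (medians −0.19 and −0.17). At least 1 saturated Cy5 spot was found in 10 of the 16 apolipoprotein, 16 of the 30 cytochrome P450 and 26 of the 44 oxidative phosphorylation genes. The same held for 8 of 20 genes of cholesterol synthesis, 13 of 29 of complement and coagulation and 27 of 38 cytoplasmic ribosomal proteins. The counts and medians include genes saturated on all arrays, such as Apoe, for which a lower ratio need not mean less RNA. With the preset correlation, lists called after CB and not after DEP were iron metabolism (12 of 13 genes lower after CB and 7 after DEP, medians −0.13 and −0.06), gluconeogenesis and fasting (9 and 8 of 12 lower), bile acid synthesis and transport (13 and 14 of 18), female-biased liver genes (6 and 6 of 9), pericentral hepatocyte genes (10 and 9 of 13) and erythroid markers (7 and 6 of 8). Lists called after DEP and not after CB were fatty acid synthesis (12 of 15 lower after CB and 10 after DEP), PPARa and fatty acid oxidation (15 and 16 of 24) and cytoplasmic ribosomal proteins (24 and 30 of 38). None of these lists was called between CB and DEP in the fit without a block, so that fit does not show them to differ. With the exposure round as a block 4 lists were called between CB and DEP, and within the second round 4. With an estimated correlation or with the Cy5 signal alone 0 were called. No member of these lists passed limma's threshold over all features. Adjusted over the list alone, 4 cytochrome P450 genes passed after CB (Cyp4f14, Cyp2c40, Cyp3a16 and Cyp2a4, the last saturated on all arrays) and 0 after DEP, 3 apolipoprotein genes after each (Apoe, Apoa2 and Apoc1, saturated on all arrays), 1 iron gene after CB (Hamp), 1 gene of oxidative phosphorylation after DEP (Atp5g1), 2 of complement and coagulation after CB (Serpinc1 and Plg), 2 erythroid genes after CB (Hba-a1, saturated on all arrays, and Hbb-b2), 2 female-biased genes after CB (Cyp2a4, saturated on all arrays, and Cyp3a16) and, apart from the acute phase proteins and the genes of Table 2, 0 of the other lists called. In lists that were not called, the genes that passed in the same way were Thrsp, Serpina6, Cyp2d9, Asl, Car3, Olfr1123 and Olfr105-ps after CB and Hamp, Cyp3a16, Sod2, Flt1 and, saturated on all arrays, Cyp2a4 and Hba-a1 after DEP. Camera called, with the exposure round as a block, 17 lists after CB and 8 after DEP, within the second round 12 and 2, and within the last round 15 and 10. Among features with no saturated Cy5 spot it called 2 and 1, and with the Cy5 signal alone 1 and 1. With the arrays rescaled to 1 slope it called 7 and 7. In the Cy5 signal alone the mean z-score of the members less that of the other genes lay above 0 for the other cytochrome P450 genes (0.36 after CB and 0.19 after DEP) and oxidative phosphorylation (0.22 and 0.07), and after CB for gluconeogenesis and fasting (0.22), pericentral hepatocyte genes (0.22), female-biased liver genes (0.08), erythroid markers (0.02) and apolipoproteins and lipoprotein metabolism (0.02). After DEP this measure also lay above 0 for fatty acid synthesis within the last round (0.36) and cytoplasmic ribosomal proteins within the second round (0.19). With the arrays rescaled it did so for complement and coagulation after DEP (0.06).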

**Table 2:** List of genes up or down regulated in the livers of mice exposed to CB or DEP by inhalation

**Systematic Name**	**Description (mus musculus mRNA)**	**CB**	**DEP**
NM_008458 *	Serine (or cysteine) proteinase inhibitor, clade A, member 3C (Serpina3c)	-1.89	-2.00
NM_009696 *	Apolipoprotein E (Apoe)	-1.69	-1.64
NM_025360 *	Transmembrane emp24 domain containing 3 (Tmed3)	-1.29	-1.37

NM_001011744 **	Olfactory receptor 105 (Olfr105)	1.35	1.36
NM_020569 **	Parkinson disease (autosomal recessive, early onset) 7 (Park7)	-1.31	-1.26
AK045923 **	Adult male corpora quadrigemina cDNA, RIKEN full-length enriched library	1.23	1.21
NM_026987 **	DEAH (Asp-Glu-Ala-His) box polypeptide 16 (Dhx16)	1.20	1.16
NM_008113 **	Rho GDP dissociation inhibitor (GDI) gamma (Arhgdig)	-1.24	-1.18
NM_011174 **	Proline rich protein HaeIII subfamily 1 (Prh1)	-1.38	-1.19
NM_146350 **	Olfactory receptor 1123 (Olfr1123)	-1.31	-1.21
NM_010324 **	Glutamate oxaloacetate transaminase 1, soluble (Got1)	-1.38	-1.24
NM_032541 **	Hepcidin antimicrobial peptide 1 (Hamp1)	-1.57	-1.31
NM_009997 **	cytochrome P450, family 2, subfamily a, polypeptide 4 (Cyp2a4)	-1.78	-1.47
NM_027853 **	RIKEN cDNA 0610006F02 gene (0610006F02Rik)	-1.69	-1.32
NM_022434 **	Cytochrome P450, family 4, subfamily f, polypeptide 14 (Cyp4f14)	-1.69	-1.25
AK078353 **	10 days neonate cerebellum cDNA, RIKEN full-length enriched library	1.29	1.11
NM_008281 **	Hepsin (Hpn)	-1.48	-1.21
NM_025363 **	RIKEN cDNA 1110001J03 gene (1110001J03Rik)	-1.23	-1.09
NM_175641 **	Latent transforming growth factor beta binding protein 4 (Ltbp4)	1.19	1.07
NM_177657 **	Hypothetical protein D630003M21 (D630003M21)	-1.27	-1.08
NM_177661 **	RIKEN cDNA C130079G13 gene (C130079G13Rik)	-1.32	-1.09
AK044171 **	10 days neonate cortex cDNA, RIKEN full-length enriched library	-1.19	-1,.6
NM_027318 **	Zinc finger, HIT domain containing 1 (Znhit1)	-1.23	-1.05
NM_008081 **	UDP-N-acetyl-alpha-D-galactosamine:(Galgt2)	-1.28	-1,.5
NM_026171 **	Nuclear VCP-like (Nvl)	1.39	1.01

NM_007506 ***	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit c (subunit 9), isoform 1 (Atp5g1)	-1.18	-1.24
BC013546 ***	RIKEN cDNA 1810054G18 gene	-1.25	-1.32
BF531488 ***	BF531488 602091718F1 NCI_CGAP_Co24	-1.02	-1.23

* Significantly differentially expressed in both CB and DEP exposed group

** Significantly differentially expressed only in CB exposed group

*** Significantly differentially expressed only in DEP exposed group

Fold changes are over matched controls.

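Of the 28 genes of Table 2, 23 were measured and the others were not analysed here. Apoe and Cyp2a4, a female-biased cytochrome P450, were saturated on every array. Of the other 21, 17 were lower and 4 higher after CB, and 18 lower and 3 higher after DEP. Park7, a protein that protects cells against oxidative stress, had a log2 fold change of −0.36 (standard error 0.09) after CB and −0.33 (standard error 0.09) after DEP, and Hpn, the membrane protease hepsin, −0.58 (standard error 0.15) and −0.35 (standard error 0.15). Dhx16, an RNA helicase of splicing, lay at 0.19 (standard error 0.08) and 0.17 (standard error 0.08), and Nvl, a factor of ribosome assembly, at 0.47 (standard error 0.12) and 0.00 (standard error 0.12), with Nvl absent on 16 arrays. The Cy5 spot of Park7 was saturated on 6 arrays and that of Hpn on 5. At an unadjusted p under 0.05, all 21 genes passed after CB and 12 after DEP. Their adjusted p from limma over all features ran from 0.0816 to 0.838 after CB and from 0.151 to 1.00 after DEP. Taken as a list, the 23 genes were called lower by camera (adjusted p = 4.45e-05 after CB and 0.00193 after DEP, both with an estimated correlation), and 23 after CB and 11 after DEP passed when adjusted over the list alone. The study chose this list on these samples, so neither its direction nor these counts are independent evidence. With the Cy5 signal alone Dhx16 was below 0 after both exposures (−0.11 and −0.37), and after CB also with median centring (−0.12) and within the last round (−0.07).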

In addition to analysis of statistically significant differential expression, we ranked the genes according to fold change in response to the type of exposure (data not shown). This analysis demonstrates that overall gene expression was relatively unchanged in the livers. 

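Features with a fold change over 1.5 numbered 109 after CB, 64 of them higher, and 123 after DEP, 71 of them higher. Over 2-fold there were 7 after CB and 8 after DEP, numbers that single mice moved to between 6 (without CB mouse 835052) and 14 (without air mouse 49) after CB and between 5 (without air mouse 442) and 24 (without DEP mouse 51) after DEP. The same numbers were 50 and 84 with the Cy5 signal alone, 27 and 67 within the second round and 517 and 104 within the last round. Serpina7, which carries thyroxine in blood, had a log2 fold change of 1.38 (standard error 0.56) after DEP, and Mbl1, a lectin that binds microbes, one of 1.12 (standard error 0.56). Cyp2d9, a male-biased cytochrome P450 with a saturated Cy5 spot on 8 arrays, had one of −1.02 (standard error 0.32) after CB, and Ambp, the precursor of alpha-1-microglobulin, and Trf were saturated on all arrays. Cav2, a caveolin, was measured by 10 features, of which 1 had a log2 fold change of 1.22 (standard error 0.49) after CB and the others 0.15 to 0.56. These 6 genes were chosen after their values were seen, and none passed limma's threshold. The median absolute log2 fold change of all features was 0.09 after CB and 0.09 after DEP. In 100 splits of the CB and air mice, the exposure groups included, 21 had at least as many features over 1.5-fold, and in 100 splits of the DEP and air mice 31. Within the second round the exposure groups had 260 features over 1.5-fold after CB and 415 after DEP. With background correction by normexp there were 188 and 197, and with the array set as a block 203 after CB. Counts over 1.5-fold were 458 and 609 with the Cy5 signal alone, 355 after CB with median centring, and 1708 and 626 within the last round, which has 1 CB mouse.

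**Figure D3:**
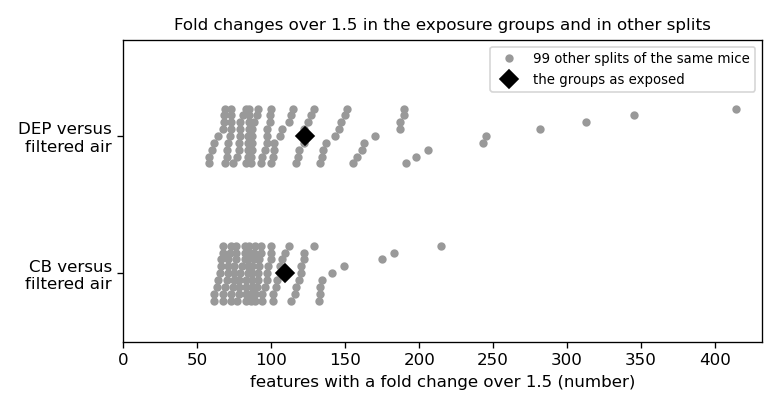
Number of features with a fold change over 1.5, for CB and for DEP against filtered air. Diamonds are the exposure groups (109 and 123) and grey points the 99 other splits of the same mice into groups of the same sizes, which reach 215 and 414.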

Within the list of differentially expressed genes, the largest was a halving of the mRNA expression of *Serpina3c*, but this was not confirmed by PCR.

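Mettl7b (0610006F02Rik), a methyltransferase-like protein of lipid droplets, had a log2 fold change of −0.76 after CB (standard error 0.22, adjusted p = 0.621 from limma) and of −0.51 after DEP (standard error 0.22, adjusted p = 0.997). Its log2 ratio was 3.75 ± 0.61 (SD, n = 8 mice) in the air group, 2.99 ± 0.43 (SD, n = 8) in the CB group and 3.24 ± 0.29 (SD, n = 7) in the DEP group, with a saturated Cy5 spot on 6 arrays. Without air mouse 442, whose value was 5.10, the log2 fold changes were −0.57 and −0.32. In a fit with the round as a block they were −0.79 and −0.40, within the second round −0.82 and −0.22, within the last round −1.25 and −0.63, and with the Cy5 signal alone 0.05 and 0.06.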

## Discussion

Induction of the acute phase system is proposed to be one mechanism by which particulate exposure may affect the cardiovascular system [5]. This hypothesis is based primarily on observations in epidemiological studies showing an association between CRP and ambient air pollution [8,9]. In the present study, we investigated the utility of transcriptional changes in genes involved in acute phase response to predict possible adverse cardiac events in mice exposed to DEP or CB particles by inhalation.

CRP and SAA are acute phase response proteins synthesized by the liver during inflammatory reactions in response to IL-6. PM, when deposited in lung, stimulates production of cytokines such as IL-6 [18], which then pass through the blood stream to the liver and induce CRP and SAA production. We previously found considerable pulmonary inflammation in mice exposed to four consecutive doses of DEP or CB by inhalation. This was marked by a 2-fold increase in pulmonary *Il-6 *and Tumor necrosis factor (*Tnf*) mRNA expression in response to both DEP and CB inhalation, and a 4-fold increase in the percentage of neutrophilic granulocytes in the lung lining fluid in response to DEP inhalation [25]. However, analysis of the livers of these mice in the present study revealed no changes in mRNA expression of *Sap *or *Saa*. One potential explanation for the lack of *Sap *or *Saa *mRNA induction could be that DEP and CB mediate their effects through different pathways that involve other acute phase proteins.

To investigate this possibility, DNA microarrays were used to quantify global gene expression changes in liver tissue from the mice exposed to four consecutive doses of DEP or CB by inhalation. Microarray analysis revealed differential expression of modest magnitude for a limited number of genes. 

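In simulated data where many features changed at once, fold changes of 2 were found in most changed features at this number of mice. In simulated data, made by shuffling the residuals of these arrays and adding known changes, limma recovered 91.6% of the features changed by 1 on the log2 scale for 8 CB against 8 air mice, and 91.6% for 7 DEP against 8 air mice. For changes of 0.5, the smallest size tried, it recovered 50.3% and 44.3%, and for changes of 2 it recovered 99.5% and 99.2%. For both particle groups together against air, recovery was 63.9% at 0.5 and 95.1% at 1. For each comparison, the 10 runs held 670 features changed by 0.5, 670 by 1 and 660 by 2. So many changed features ease the adjusted threshold. Recovery where few genes change may be lower and was not simulated. Hamp and Hpn, genes of iron regulation and of a hepatocyte protease, had log2 fold changes below 0 after CB, of a size between 0.5 and 1. Their Cy5 spots were saturated on 7 and 5 arrays.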

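Across features, CB and DEP had related fold changes against the air mice, with Pearson's r of 0.574 and a covariance of 0.0144. Both comparisons use the same air mice, and with no effect of exposure simulated data gave a mean r of 0.468 and a mean covariance of 0.0123, with 12 of 100 simulations at least as high in r and 32 in covariance. When the air mice were split so that 4 served each comparison, r was 0.09 on average over 70 splits (−0.04 to 0.17), and simulated data gave 0.01 (−0.39 to 0.39). Blocking by exposure round gave an r of 0.518, the second round alone 0.537 and the last round alone 0.426. The correlation is across features, which are not independent replicates. Lin37, a subunit of the DREAM complex that represses cell cycle genes, and Olfr105-ps, an olfactory receptor pseudogene, were among the genes with the smallest p-values for both particle groups together, with log2 fold changes of −0.35 (standard error 0.08, adjusted p = 0.348 from limma) and 0.43 (standard error 0.08, adjusted p = 0.119). Lin37 was absent on 17 arrays and Olfr105-ps on 23.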

Three genes were down-regulated by both DEP and CB exposure: serine(or cysteine) proteinase inhibitor, clade A, member 3C (*Serpina3c*), apolipoprotein E (*Apoe*) and transmembrane emp24 domain containing 3 (*Tmed3*). However, these results could not be confirmed by real-time RT-PCR, suggesting that these are false positives, or extremely subtle changes that may not be biologically-relevant. Therefore, global transcriptional analysis demonstrates that the livers of these mice are surprisingly unresponsive to inhalation of DEP and CB. 

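Among genes that respond to inhaled particles and to the chemicals on them, Cyp1a1, the cytochrome P450 induced by polycyclic aromatic hydrocarbons through the aryl hydrocarbon receptor, had a log2 fold change of 0.01 (standard error 0.11) after CB and −0.18 (standard error 0.12) after DEP, with its spot absent on 19 arrays. Hmox1, the heme oxygenase induced by oxidative stress, had one of 0.00 (standard error 0.14) and −0.19 (standard error 0.14), and Tnf, an inflammatory cytokine, one of 0.02 (standard error 0.10) and −0.17 (standard error 0.10), absent on 6 arrays. Il1b, another inflammatory cytokine, lay at 0.65 (standard error 0.25) and 0.49 (standard error 0.26), and Cxcl1, which attracts neutrophils, at −0.02 (standard error 0.44) and −0.95 (standard error 0.46). These 5 genes were chosen from the lists after their values were seen, and none passed limma's threshold. Camera called neither exposure for aryl hydrocarbon receptor targets (9 genes, medians 0.04 and −0.08), NRF2 and antioxidant genes (22 genes, −0.04 and −0.07), the cytokine and NF-kB response (21 genes, 0.02 and 0.02), interferon-stimulated genes (14 genes, −0.04 and −0.06), the glucocorticoid and stress response (14 genes, −0.09 and −0.05), the circadian clock (16 genes, −0.06 and −0.06), the heat shock and unfolded protein response (20 genes, −0.07 and −0.02) or the cell cycle (22 genes, 0.04 and 0.00). Nor did it call lists of other cells, namely Kupffer cells and macrophages (13 genes, 0.02 and 0.04), neutrophils (12 genes, 0.06 and 0.05), lymphocytes (18 genes, −0.07 and −0.03), endothelial cells (13 genes, −0.05 and 0.01), stellate cells and fibroblasts (13 genes, 0.01 and 0.07), bile duct cells (7 genes, 0.06 and −0.12), pancreatic acinar cells (18 genes, −0.05 and 0.05) and adipocytes (11 genes, 0.04 and 0.01), or clade A serpins (6 genes, −0.12 and −0.03), male-biased liver genes (12 genes, −0.09 and −0.08), periportal hepatocyte genes (11 genes, −0.11 and −0.21) and olfactory receptors (742 genes, 0.01 and −0.02). The sign of the median was not that of the mean and the test for the cytokine list after DEP, not that of the mean for aryl hydrocarbon receptor targets after CB, clade A serpins after DEP and the cell cycle after DEP, not that of the mean and the test for endothelial cells after CB, and not that of the test for olfactory receptors after CB. For both particle groups together, camera with the preset correlation called periportal hepatocyte genes lower (adjusted p = 0.0338). With an estimated correlation it did not call them (adjusted p = 0.415). From the limited number of genes past its threshold, their modest fold changes and RT-PCR that did not repeat them, the paper concludes that the livers were unresponsive to the inhaled particles.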

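Other serum amyloid A genes of the liver had log2 fold changes of −0.39 (standard error 0.19) after CB and −0.19 (standard error 0.20) after DEP for Saa2, an inducible form, and −0.47 (standard error 0.19) and −0.53 (standard error 0.19) for Saa4, a constitutive form, each with an adjusted p over 0.8 from limma. As fold changes, the 95% confidence intervals ended at 1.05 after CB and 1.39 after DEP for Sap and at 1.53 and 1.65 for Saa3. These intervals come from all mice without a block. On the log2 scale that of Saa3 after DEP ended at 0.72. Within the second round, which has 2 DEP mice, the log2 fold change of Saa3 after DEP was above this, at 0.75. It was below 0 within the last round and with the round as a block. The interval of Saa1 is not read as a limit, because its Cy5 spot was saturated on 7 arrays and its ratio is capped there. The Cy5 signal of Saa3 ran from 755 to 34364 over the 23 mice, and that of Sap from 836 to 6394. Saa2 was saturated on 7 arrays, and Saa4 after CB lay at 0.20 with the Cy5 signal alone.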

Gene expression profiling with microarrays also confirmed the lack of response measured for specific acute phase genes using RT-PCR.

Hepatic mRNA expression was investigated in this study because the liver is the primary site of mRNA and protein synthesis of acute phase proteins in response to inflammatory stimuli. However, most epidemiological evidence of a relationship between PM and induction of an acute phase response is based on concentrations of acute phase markers in the blood. To examine the possibility that lack of response in our study was due to the analysis of mRNA expression instead of protein concentrations, we also measured the plasma concentrations of SAA. Our findings were consistent with the lack of change in *Saa *expression; SAA protein concentrations were not affected by inhalation of DEP or CB.

We evaluated the hepatic acute phase response in mice which responded with increased inflammation after inhalation of particles on four consecutive days in a previous study [25]. Our study design was based on work by Peters et al. [27] demonstrating that the blood concentration of CRP was increased immediately in response to elevated levels of particulates during an air pollution episode in Europe in 1985, and a cumulative effect appeared to be present when interpreting 5 day means of exposure [27]. To our knowledge, no animal experiments have been published addressing the relationship between repeated particle exposures and the hepatic acute phase response. However, mice exposed to four repeated intraperitoneal injections of dimethylnitrosamine given on each of four consecutive days increased the hepatic mRNA expression of SAA and SAP similar to that of a chronic inflammatory state [28]. Based on this evidence, we chose to evaluate the systemic acute phase response after 4 days of dosing. However, since our findings show remarkably few changes both in global gene expression and targeted analysis of acute phase response genes at the selected time point, it is possible that a longer exposure period may cause a stronger global hepatic response to inhalation of DEP and CB.

## Conclusion

In conclusion, no systemic acute phase response was observed in mice following inhalation of particles at doses inducing substantial pulmonary inflammation. 

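Most acute phase genes of the liver had slightly lower log2 ratios in the exposed mice. Of 29 measured genes listed as positive acute phase proteins, which rise in inflammation, 22 were lower after CB (median log2 fold change −0.20) and 23 after DEP (median −0.18). Fga, the fibrinogen alpha chain, had a log2 fold change of −0.44 (standard error 0.14) after CB and −0.18 (standard error 0.15) after DEP, Orm1, an alpha-1-acid glycoprotein, −0.40 (standard error 0.16) and −0.16 (standard error 0.17), and Serpina3n, a protease inhibitor, −0.29 (standard error 0.15) and −0.25 (standard error 0.16). Lcn2, which withholds iron from bacteria, lay at 0.04 (standard error 0.38) and −0.09 (standard error 0.39), and Crp, C-reactive protein, at 0.05 (standard error 0.25) and −0.16 (standard error 0.26). Hp, haptoglobin, and Fgb, the fibrinogen beta chain, were saturated on all arrays, and 12 of the 29 genes had a saturated Cy5 spot on at least 1 array. None of the 29 passed limma's threshold over all features, with 7 after CB and 6 after DEP at an unadjusted p under 0.05, and 4 (Hamp, Hp, Fgb and Fga) and 3 (Hamp, Hp and Fgb) passed when adjusted over the list alone. Camera with the preset correlation called the list lower after both exposures (adjusted p = 5.5e-06 after CB and 3.8e-06 after DEP). With an estimated correlation it did not call the list (adjusted p = 0.193 after CB and 0.180 after DEP). Of 13 negative acute phase proteins, which fall in inflammation, 11 were lower after CB (median −0.37) and 12 after DEP (median −0.26), and 11 of the 13 had a saturated Cy5 spot on at least 1 array, with adjusted p = 0.0956 and 0.180 with an estimated correlation. Adjusted over the list alone, 1 passed after CB (Serpina6, the corticosteroid carrier) and 2 after DEP (Alb and Rbp4, carriers of fatty acids and of retinol, both saturated on all arrays). Over the alternative settings that kept all mice or those of 1 round, Crp ran from −0.44 within the last round to 0.32 with the Cy5 signal alone after CB, and Lcn2 from −0.17 with the deposited log2 ratios to 0.89 within the last round after DEP. Fga lay above 0 with the Cy5 signal alone (0.26 after CB and 0.14 after DEP) and after DEP within the second round (0.08), and Orm1 after DEP with the Cy5 signal alone (0.06) and within the last round (0.34).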

A search for response in other hepatic acute phase genes did not identify any promising candidates.

## Methods

### Particles

DEP were Standard Reference Material 2975 from the National Institute of Standards and Technology (NIST) (Gaithersburg, MD, USA). Carbon black particles (Printex F 90) were kindly donated by Degussa-Hüls, Frankfurt, Germany. As reported earlier, we determined the specific surface areas by multipoint BET (Brunauer, Emmett, and Teller) nitrogen adsorption (Micromeritics, Gemini 2375) [25]. The specific surface area was 295 m^2 ^g^-1 ^for CB and 90 m^2 ^g^-1 ^for DEP. NIST reported the specific area of DEP to be 91 m^2 ^g^-1^.

### Mice and exposure

We analyzed the hepatic acute phase response in livers from C57BL/6 mice that were part of a study investigating pulmonary inflammation and DNA damage. Data on pulmonary effects and DNA damage of the exposure to DEP and CB in these mice have been published previously [25]. The study design has been described earlier [25]. Briefly, particles were aerolized by using a microfeeder with dispersion nozzle (Fraunhofer Institut für Toxicologie und Aerosolforschung). 10–12 week old C57BL/6 mice (n = 7–8 per group) were exposed by inhalation for 90 min on four consecutive days of 20 mg/m^3 ^DEP or CB. Control mice were exposed similarly to filtered air. Mice were anaesthetized with Hypnorm/Dormicum 1 h after the last exposure and full blood was drawn from the heart before the lungs were lavaged. The blood was transferred to a tube containing K_2_EDTA and gently mixed. After centrifugation at 2000 g for 10 min, the supernatant was transferred to a new tube and stored at -80°C until further analysis.

As a positive control for acute phase response, we used livers from mice exposed to LPS as part of a previously published study [29]. Briefly, 8–9 week old C57BL/6 mice (n = 4 per group) received i.p. injections of 0 or 12.5 mg/kg LPS (Sigma-Aldrich Chemie; L8274-100 MG) in saline. Mice were anaesthetized in an inhalation chamber 6 h after the exposure with 4% isoflurane in 1:1 N_2_O/O_2 _. The anaesthesia was maintained with an inhalation mask containing 1% isoflurane in 1:1 N_2_O/O_2 _and the mice were killed by cervical dislocation. The livers were snapfrozen in liquid nitrogen and stored at -80°C.

The experiments were approved by the Danish "Animal Experimental Inspectorate" and carried out following their guidelines for ethical conduct and care when using animals in research.

### Quantitative PCR

#### Preparation of RNA and cDNA

Hepatic RNA from the C57BL/6 was prepared as described earlier [25]. cDNA was prepared from DNase treated RNA using TaqMan reverse transcription reagents (Applied Biosystems, USA) as recommended by the manufacturer.

#### Real-time RT-PCR

*Saa1*, *Saa3 *and *Sap *gene expression was determined using real-time RT-PCR with 18S RNA as the reference gene. Each sample was run in triplicate on the ABI PRISM 7700 sequence detector (PE Biosystems, Foster City, CA, USA). For *Saa1 (Mm00656927 gi) *and *Sap (Mm00488099 g1)*, TaqMan pre-developed reaction kits (Applied Biosystems, USA) were used. *Saa3 *primers and probes were designed with Primer Express (Applied Biosystems, Nærum, Denmark). The sequences of the *Saa3 *primers and probe were: Saa3forward: 5' GCC TGG GCT GCT AAA GTC AT 3', Saa3reverse: 5' TGC TCC ATG TCC CGT GAA C 3' and Saa3probe: 5' FAM-TCT GAA CAG CCT CTC TGG CAT CGC T-TAMRA 3'. The specificity of the probes was verified against the National Center for Biotechnology Information (NCBI) GeneBank. In all assays, TaqMan pre-developed mastermix (Applied Biosystems) was used. Target and 18S RNA levels were quantified in separate wells. The relative expression of the target gene was calculated by the comparative method 2^-ΔCt ^[30]. The average standard deviation on triplicates was 15%. The standard deviation on repeated measurements of the same sample (the control) in separate experiments was 25%, indicating that the day-to day variation of the assay was 25%. The probes and primers have been validated and the assay was quantitative over a 32- to 64-fold range. Messenger RNA measurements were excluded if the 18S content fell outside the range in which the PCR was found to be quantitative defined by the validation experiments. Negative controls, where RNA had not been converted to cDNA, were included in each run.

#### SAA ELISA

The SAA content was determined in plasma by ELISA Catalog No.: KMA0012 (Biosource Europe, Belgium) as described by the manufacturer.

### Statistical analysis

The results from the LPS study were compared using a Student's t-test. The data from the CB and DEP treated mice were analyzed by the Kruskal-Wallis test. Statistical analysis was performed with Minitab 15.

### Microarray

#### Preparation of RNA

RNA from liver tissue of C57BL/6 mice was extracted by using the SV Total RNA Isolation System (Promega Corporation, Madison, Wis.). RNA was precipitated by the addition of 0.1 volume sodium acetate and 2.5 volume 96% ethanol. Quality was verified using an Agilent Bioanalyzer.

#### Microarray hybridization

Individual total (2.5 μg) RNA samples of liver tissue from 23 mice (7–8 mice for each group, 2 different groups of exposure and 1 control group) and universal reference total RNA (Stratagene) were used to synthesize double-stranded cDNA and cyanine labelled cRNA (Samples with Cyanine 5-CTP, and reference RNA with Cyanine 3-CTP, Perkin-Elmer Life Sciences) according to the manufacturer's instructions (Agilent linear Amplification kits, Agilent Technologies). Cyanine-labelled cRNA targets were in vitro transcribed using T7 RNA polymerase and purified by RNeasy Mini Kit (Qiagen). Five micrograms of each labelled cRNA was hybridized to Agilent 4121A oligonucleotide microarrays (Agilent Technologies) at 60°C overnight. Arrays were washed and scanned on a ScanArray Express (Perkin-Elmer Life Sciences), and data were acquired with ImaGene 5.5 (BioDiscovery).

### Statistical analysis

The data from the microarray chips were evaluated for quality through analysis of total number of genes giving signal above background, signal to noise ratio, MA plots, boxplots and cluster analyses. All the microarrays appeared to produce data that met our quality controls and there were no apparent outliers.

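Correlations of the log2 ratios between mice of a group ran from 0.920 to 0.964 in the air group, 0.909 to 0.953 in the CB group and 0.886 to 0.960 in the DEP group, and no pair of arrays was identical. The slope of an array's log2 ratios on the mean profile of all arrays was 0.942 to 1.12 in the air group, 0.901 to 1.08 in the CB group and 0.900 to 1.10 in the DEP group. The first principal component held 17.4% of the variance, with DEP mouse 51 at one end (35.8) and DEP mouse 55 at the other (−30.5). Features with a saturated Cy5 spot numbered 59 to 271 on the arrays of air mice, 72 to 291 in the CB group and 61 to 422 in the DEP group. Among the 30 features saturated on every array were abundant products of hepatocytes, such as Alb, the albumin gene, and Trf, which carries iron in blood.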

The background for each array was measured using the (-)3xSLv1 probe. Spots with median signal intensities less than the trimmed mean plus three trimmed standard deviations of the (-)3xSLv1 probe were flagged as absent. 

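By the deposited flags, some genes of Table 2 were near the limit of detection in the liver. Olfr105-ps was absent on all 23 arrays, Lin37 on 17 and Nvl on 16. The olfactory receptor Olfr1123 was absent on 8 of the 23 arrays, Aadacl2fm1 (C130079G13Rik) on 16 and Grin3a, a glutamate receptor subunit, on 7. Cyp4f14, Park7 and Hpn were absent on none. Of all features with a listed gene, 15036 were above the limit in Cy5 on enough arrays of a group to be kept by a filter on dim features.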

The data were normalized using a lowess curve [31] and ratio intensity plots for the raw and normalized data were constructed using R [32]. 

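Within each array, the log2 ratios computed here correlated with the deposited lowess values, with a lowest r of 0.983. The median deposited log2 ratio of an array was −0.02 to 0.03 in the air group, −0.01 to 0.01 in the CB group and −0.01 to 0.03 in the DEP group. With the deposited values in place of the loess used here, limma called 0 features in each comparison, with 1103, 867, 662 and 1088 at an unadjusted p under 0.05. A saturated Cy5 spot was found on at least 1 array in 456 features and on no array in 18232, and a saturated Cy3 spot in 106.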

Additional data displays included comparison boxplots and dendrograms from a cluster analysis to identify potential outliers and poor data quality.

Differentially gene expression analysis between the control and exposed samples was applied using the MAANOVA library [33] in R. The Fs statistic was used to test for differential expression. 

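With the Fs statistic and 100 shuffles of the residuals pooled over features, the smallest adjusted p was 0.1 after CB, for Cyp4f14, and 0.07 after DEP, for Tmed3. For both particle groups together it was 0.05, again for Tmed3, which is at the threshold and not under it. Between CB and DEP it was 1.00, for Bcl2l10, a regulator of apoptosis. In 2 simulations for each comparison the Fs test recovered 92.5% of the features changed by 1 on the log2 scale after CB and 94.8% after DEP.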

The p-values from these tests were estimated using the permutation method with residual shuffling and adjusted for multiple comparisons by using the false discovery rate approach [34]. Least square means were then used to estimate the fold change for each pairwise comparison tested

### Validation of microarray

Primers were designed using Beacon design 2.0 (Premier BioSoft International). The sequences of the *Apoe *primers were: Sense: 5' GCAAACCTGATGGAGAAGATAC 3', Antisense: 5'CACCTGGCTGGATATGGATG 3'. The sequences of the *Serpina3C *primers and probe were: Sense: 5'AGACAGCGACATTGACTATC', Antisense: 5'ACCAGGGAAGAAGAATAAAGG 3'. The sequences of the *Tmed3 *primers and probe were: Sense: 5' ATCTAGCATCCAATCTGTAGG'3', Antisense: 5' GGAAGGCAAGAACTCAGG 3'. About 2.5 μg of total RNA per sample was reverse transcribed and Quantitative PCR was performed in duplicates with an iCycler IQ real-time detection system (Bio-Rad) as described in [35]. The values of threshold cycle were averaged. Gene expression levels were normalized to the 18s gene. PCR efficiency was examined using the standard curve for each gene. Primer specificity was assured by the melting curve for each gene. A t-test was used for statistical evaluation.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ATS, PM, UV, SL and HW were substantially involved in the design of the study, interpretation of data and revised the manuscript critically. ATS carried out the quantitative PCR analyses except the *Saa1 *analysis, performed the statistical analysis of the quantitative PCR results and drafted the manuscript. JKF administered LPS to the mice. JBO exposed the mice to DEP and CB. AMB carried out the *Saa1 *analysis. CLY and SH were responsible for the microarray analysis, the interpretation of these data and revised the manuscript critically. AW performed the statistical analysis of the microarray results and revised the manuscript critically. All authors have read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

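Liver RNA of 23 mice that inhaled filtered air (8 mice), carbon black (8) or diesel exhaust particles (7) was measured on 2-colour oligonucleotide arrays, 1 array per mouse, with a common reference RNA in the Cy3 channel. The intensity of each spot in each channel was deposited on a linear scale with no background subtracted, after the authors had scanned the arrays and quantified the spots. The deposited log2 ratios were made by the authors by lowess normalization of each array in R 2.4.1, and flags of absent spots for each channel were deposited with them. The deposited ratios of the per-array tables and of the series table were identical.

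Here log2 ratios of liver to reference were computed from the deposited intensities by within-array loess in limma 3.58.1 under R 4.3.3, over the 18688 of 22575 features with a listed gene. Features without a listed gene (3887) were left out because control spots among them could not be identified. No features were filtered by signal. A spot was taken as saturated at the maximum of the scanner, and no fold change is given for a gene saturated on every array of both groups. All groups were fitted in 1 model with limma's lmFit and eBayes, with the contrasts CB minus air, DEP minus air, CB minus DEP and the mean of both particle groups minus air, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Sap, Saa1 and Saa3 were also compared by two-sided exact permutation tests, adjusted over the 6 tests. The Fs test, with variances shrunken over features and 100 shuffles of the residuals, was written for this purpose after the paper's description of MAANOVA.

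Gene lists (37) were tested with camera at a preset correlation of 0.01, then with the correlation estimated, and with fry, using the brightest feature of each gene and lists with at least 5 measured genes. By fry 2 lists passed after CB, 1 after DEP, 0 between CB and DEP and 3 for both particle groups together. The lists, tests, groups and the alternatives below were chosen before the data were examined. The genes named are those the paper names, per comparison the 10 with the largest change among those past the threshold or, where fewer pass, the 10 with the smallest p, all positive acute phase proteins and up to 4 members of each other list with the smallest p. The values of Table 2 had been seen by then.

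The alternatives were the deposited log2 ratios, median centring, Aquantile normalization, the Cy5 signal alone, normexp background correction with an offset of 50, a filter on dim features, the exposure round (3 rounds) or array set (5 sets) as a block, the exposure day (6 days) as a random block, the second or last round alone, only the groups compared, array weights, the Fs test, a threshold of 0.1, an estimated correlation, the mean of all features of a gene and leaving out each mouse. The tests were checked on simulated data made from shuffled residuals with known changes. In 10 runs of simulated data with no change, camera called 3.5 lists on average after CB (at most 9) and 2.9 after DEP (at most 6). For both particle groups together it called 3.6 (at most 6). Other splits of the mice (100, drawn at random) were used for comparison. The number of arrays limits the precision of the values. Genes of Table 2 with no matching feature were not analysed here.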

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

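The tests on the Cy3 and Cy5 signals of Apoe, those on the Cy3 signals of Saa1 and Saa2, those on the Cy3 and Cy5 signals of features enriched in liver, and the rescaling of the arrays by the features with a mean log2 ratio under 0, were chosen after the result was seen. Single mice were compared with the rest of their group in 102 groups, of which 5.1 are expected to stand apart by chance and 5 did.

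Apoe had a lower ratio of liver to reference RNA on the arrays of exposed mice, and its Cy5 signal was saturated on all 23 arrays. The Cy5 difference between the groups was therefore 0, so these arrays can neither show nor exclude a lower amount of Apoe RNA in the livers of exposed mice. The paper reports that RT-PCR did not repeat the decrease of Apoe seen on its arrays. The Cy3 signal of Apoe was higher by 0.99 on the log2 scale after CB and by 0.79 after DEP, within the central 95% of the 29 other features with a saturated Cy5 spot on all arrays. The Cy3 signals of Saa1 and Saa2 were also higher on the 7 arrays where their own Cy5 spot was saturated than on the other 16, by 2.12 (standard error 0.26) and 2.20 (standard error 0.29), so the Cy3 signal at a saturated spot may carry liver signal or follow the spot, and a lower ratio of Apoe need not mean less or more of its RNA. What made the Cy3 signal of these features higher on the arrays of exposed mice was not tested.

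The 523 features with a mean log2 ratio over 3, which are enriched in liver, lay lower after CB (median log2 difference −0.19, standard error 0.10, p = 0.0901 from a two-sided exact permutation test) and after DEP (−0.14, standard error 0.11, p = 0.206 from the same exact test). The array set alone is argued against by the values with it as a block (−0.29 after CB, standard error 0.081, and −0.17 after DEP, standard error 0.084). Both are larger relative to their standard errors than the values without a block. The exposure round after CB is argued against by the value with it as a block (−0.21, standard error 0.11). No exact test was run with a block. Less RNA of these genes in the livers of exposed mice stays open for the 321 features with no saturated spot. Their Cy5 signal after quantile normalization was −0.017 after CB (standard error 0.031) and −0.0095 after DEP (standard error 0.032). That normalization kept 85.1% and 86.5% of a shift of −0.19 and −0.14 added to the Cy5 signals of exposed mice. This measure therefore showed no drop of that size. However, the ratio of these features (−0.15 and −0.092, standard errors 0.14) is too variable to say what drop to look for. Their Cy5 signal relative to the array median (−0.16 and −0.047, standard errors 0.21 and 0.22) is also too variable to decide. After CB it was as low as the ratio. Their Cy3 signal relative to the array median was higher by 0.15 (standard error 0.076) and 0.11 (standard error 0.079). The exposure round after DEP stays open, since the value with it as a block (−0.084) is below its standard error of 0.11 in size. Saturation cannot be told apart from an effect of the particles on features with a saturated spot. In the 321 features with no saturated spot the values were −0.15 after CB and −0.092 after DEP. Their standard errors of 0.14 are near or above these values in size. In the 202 others the values were −0.28 and −0.29, and the gap between the 202 and the 321 features was not tested. A lower share of hepatocytes stays open. The bound set beforehand to count against it was a list of other-cell markers lower by more than its standard error. Of 5 lists, lymphocyte markers after CB (−0.066, standard error 0.035) and bile duct markers after DEP (−0.12, standard error 0.072) met it. Their members go both ways (12 of 18 and 4 of 7 lower). The bound was therefore judged unable to decide, after these values were known. Over the 5 lists and both exposures the medians ran from −0.12 to 0.067. A compression of the ratios stays open as well. The 524 features enriched in the reference RNA lay higher by 0.095 (standard error 0.081) after CB and 0.074 (standard error 0.083) after DEP. Rescaling each array on all features, which removes any such shift by construction, left −0.044 after CB and −0.014 after DEP. Rescaling by the features with a mean log2 ratio under 0 left −0.064 and −0.047 with standard errors of 0.13. Within the second round the medians of the 523 features were −0.18 and −0.10, and within the last round −0.53 and −0.02.

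Olfactory receptors, which detect odorants in the nose, were among the genes with the smallest p-values. For Olfr105-ps a signal near the background is a candidate explanation, since its Cy5 signal was below the absent limit on all 23 arrays. Olfr1123 was below the limit on 8 arrays, which argues against the background as the whole explanation for this gene. No biological explanation was tested for either.

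Mettl7b in air mouse 442 stood apart from the other air mice, with a log2 ratio of 5.10 against 3.12 to 3.97. Fmc1 had a log2 ratio of 1.60 in CB mouse 59 and 1.20 to 1.38 in the other CB mice. D630003M21Rik lay at −0.28 in CB mouse 48 and at 0.07 to 0.30 in the others of its group. For Aadacl2fm1 the log2 ratio was −0.67 in CB mouse 446 and −0.37 to −0.12 in the rest. Xist, the RNA of the inactive X chromosome, had a log2 ratio of −4.72 in DEP mouse 55 and 0.32 to 0.82 in the other DEP mice. Iron metabolism, a group of genes that the paper does not discuss, was lower after CB (adjusted p = 0.02497 with an estimated correlation) and for both particle groups together (adjusted p = 0.0452 with an estimated correlation). Apolipoproteins and lipoprotein metabolism, also not discussed there as a group, were lower for both particle groups together, in 14 of 16 genes with a median log2 fold change of −0.32 (adjusted p = 0.0452 with an estimated correlation), and 10 of these genes had a saturated Cy5 spot. Of the 13 genes of iron metabolism, 3 had a saturated Cy5 spot. Only Hamp passed after CB when adjusted over that list alone. Hamp is a gene of Table 2 and was saturated on 7 arrays.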

How the results depend on the processing

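Rescaling the arrays, using all features and leaving out features with a saturated spot were chosen after seeing the data. Within-array loess followed by quantile normalization of the average signals (Aquantile) leaves the log2 ratios as they are and so could move none of the values. Fitting only the groups compared and the Fs test leave the fold changes after CB and after DEP as they are, so these could not turn direction. Both settings, and the exposure day as a random block, kept the side of the threshold of all 200 results to which each was applied. The random block also kept their direction. Fitting only the groups compared moved the adjusted p from limma to 0.444 for Cyp4f14 after CB and 0.997 for Tmed3 after DEP. Over the other alternatives, Cyp4f14 after CB and Tmed3 after each exposure stayed lower, apart from Cyp4f14 with the Cy5 signal alone. The count after DEP stayed at 0 in limma in all alternatives. The Cy5 signal alone turned the direction of 48 results, the second round alone of 20, the last round alone of 15 and median centring of 13. The last round has 1 CB mouse, which limma assumes to vary like the mice of the other groups, and each round holds fewer mice than all rounds together. The filter on dim features and the limit on saturated spots test fewer features. For the other changes below the cause was not tested. Saturation at the top and the absent limit at the bottom of the signal limit which changes can be seen. No paired analysis was made, because each mouse gave 1 array and the sample labels name no pairs of mice. The paper calls its controls matched. The exposure rounds, exposure days and array sets that mice shared were used here as blocks. A list's shift is the mean z-score of its members less that of the other features. None of the genes and lists whose direction turned passed the threshold in the other direction. Values that follow a named setting belong to it until the next is named.

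With median centring of each array, 285 features passed after CB, 46 features passed for both particle groups together, 355 were over 1.5-fold after CB, 21 were over 2-fold after CB, 22 gene lists passed after CB, 17 gene lists passed after DEP and 4 gene lists passed between CB and DEP. Sap had a log2 fold change of −0.12 after DEP, Ltbp4 of −0.10, Nvl of 0.047, Orm2 of −0.034, Lbp of −0.091 and Fgl1 of −0.035. Dhx16 had a log2 fold change of −0.12 after CB, Ltbp4 of −0.16, Crp of −0.19, Lcn2 of −0.13, Itih3 of −0.22, Cd14 of −0.24 and Fgl1 of −0.040. Within the last exposure round, 50 features passed after CB, 100 features passed between CB and DEP, 1708 were over 1.5-fold after CB, 626 were over 1.5-fold after DEP, 517 were over 2-fold after CB, 104 were over 2-fold after DEP, r of the CB and DEP fold changes was 0.426 and 15 gene lists passed between CB and DEP. Prh1 had a log2 fold change of 0.081 after DEP, Znhit1 of 0.039, Orm1 of 0.34, Hpx of 0.32, Lcn2 of 0.89 and Il1rn of −0.0047. Fatty acid synthesis had a shift of 0.36 after DEP. Dhx16 had a log2 fold change of −0.070 after CB, Crp of −0.44, Itih3 of −0.55, Lbp of 0.27, Cd14 of −0.85, Steap4 of −0.57, Stat3 of 0.078 and Cux2 of −0.036. Within the second exposure round, 260 were over 1.5-fold after CB, 415 were over 1.5-fold after DEP, 27 were over 2-fold after CB, 67 were over 2-fold after DEP, 2 gene lists passed after DEP, 4 gene lists passed between CB and DEP and 7 gene lists passed for both particle groups together. Sap had a log2 fold change of −0.0056 after DEP, Saa3 of 0.75, Nvl of 0.34, Crp of 0.027, Hpx of 0.039, Fga of 0.076, Lcn2 of 0.085, Mt1 of 0.24, Steap4 of 0.14, Il1rn of −0.070, Lrg1 of 0.034 and Cyp2e1 of 0.071. Cytoplasmic ribosomal proteins had a shift of 0.19 after DEP. Crp had a log2 fold change of −0.28 after CB, Itih3 of −0.17, Mt2 of 0.32, Il1rn of −0.013, Pck1 of 0.083, Slc27a5 of 0.074 and Epb42 of −0.060. With array weights, 1 feature passed after CB and 2 gene lists passed between CB and DEP. Crp had a log2 fold change of −0.0070 after CB, Hpx of 0.052 and Lcn2 of −0.083. Hpx had a log2 fold change of 0.038 after DEP. At an adjusted p under 0.1, 1 feature passed after CB and 1 feature passed for both particle groups together. With the filter on dim features, 1 feature passed for both particle groups together and 2 gene lists passed between CB and DEP. With the Cy5 signal alone, 458 were over 1.5-fold after CB, 609 were over 1.5-fold after DEP, 50 were over 2-fold after CB, 84 were over 2-fold after DEP, 1 gene list passed after CB, 1 gene list passed after DEP, 0 gene lists passed between CB and DEP and 1 gene list passed for both particle groups together. Sap had a log2 fold change of 0.0021 after CB, Dhx16 of −0.11, Mettl7b of 0.046, Cyp4f14 of 0.0024, Atp5g1 of 0.44, Sil1 of 0.026, Saa4 of 0.20, Fga of 0.26, Cp of 0.023, Lbp of 0.16, Il1rn of −0.094, Lrg1 of 0.018, Serpinc1 of 0.15, Cfb of 0.26, Cyp2c40 of 0.075, Pck1 of 0.16, Uqcrc2 of 0.31, Slc27a5 of 0.024, Tmprss6 of 0.057, Cyp2e1 of 0.061, Cyp2c37 of 0.24 and Hbb-b2 of 0.13. Other cytochrome P450 genes had a shift of 0.36 after CB, gluconeogenesis and fasting of 0.22, oxidative phosphorylation of 0.22, apolipoproteins and lipoprotein metabolism of 0.017, female-biased liver genes of 0.078, pericentral hepatocyte genes of 0.22 and erythroid markers of 0.017. Dhx16 had a log2 fold change of −0.37 after DEP, Mettl7b of 0.058, Fmc1 of 0.060, Ltbp4 of −0.044, Atp5g1 of 0.53, Crp of 0.16, Orm1 of 0.063, Fga of 0.14, Itih3 of 0.14, Steap4 of 0.049, Il1rn of −0.023, Plg of 0.047, Serpinf2 of 0.11, Cyp2c40 of 0.013, Atp5g3 of 0.61, Apoa5 of 0.41 and Cyp2e1 of 0.0069. Other cytochrome P450 genes had a shift of 0.19 after DEP, oxidative phosphorylation of 0.072. With the deposited log2 ratios, Sap had a log2 fold change of −0.024 after DEP, Orm2 of −0.045. Crp had a log2 fold change of −0.032 after CB, Hpx of 0.010, Lcn2 of −0.028 and Stat3 of 0.016. With background correction by normexp at an offset of 50, 188 were over 1.5-fold after CB, 197 were over 1.5-fold after DEP, 16 were over 2-fold after CB and 14 were over 2-fold after DEP. Sap had a log2 fold change of −0.021 after DEP, Orm2 of −0.051. Crp had a log2 fold change of −0.043 after CB, Hpx of 0.0023. With the array set as a block, 203 were over 1.5-fold after CB, 21 were over 2-fold after CB, 14 were over 2-fold after DEP and 2 gene lists passed between CB and DEP. Sap had a log2 fold change of −0.15 after DEP, Nvl of 0.071, Orm2 of −0.022 and Lcn2 of 0.15. Crp had a log2 fold change of −0.26 after CB, Lcn2 of −0.070 and Itih3 of −0.14. Over all features of the array, 172 were over 1.5-fold after CB and 12 were over 2-fold after CB. With the exposure round as a block, 17 were over 2-fold after DEP and 4 gene lists passed between CB and DEP. Crp had a log2 fold change of −0.0083 after CB, Mt2 of 0.12. Hpx had a log2 fold change of 0.079 after DEP, Lcn2 of 0.012. With the arrays rescaled to 1 slope, 7 gene lists passed after CB, 7 gene lists passed after DEP, 0 gene lists passed between CB and DEP and 6 gene lists passed for both particle groups together. Hpx had a log2 fold change of 0.075 after DEP, Lrg1 of 0.0048. Complement and coagulation had a shift of 0.056 after DEP. Hpx had a log2 fold change of 0.14 after CB, Lbp of 0.045 and Mt2 of 0.0060. Over features with no saturated Cy5 spot, 2 gene lists passed after CB, 1 gene list passed after DEP, 0 gene lists passed between CB and DEP and 2 gene lists passed for both particle groups together. With an estimated correlation between genes, 2 gene lists passed after CB, 1 gene list passed after DEP, 0 gene lists passed between CB and DEP and 3 gene lists passed for both particle groups together. With the mean of all features of a gene, 2 gene lists passed between CB and DEP.

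Without single mice, 0 to 1 features passed after CB, 0 to 2 features passed for both particle groups together, 6 to 14 were over 2-fold after CB, 5 to 24 were over 2-fold after DEP, 8 to 17 lists passed after CB, 7 to 18 lists passed after DEP, 0 to 4 lists passed between CB and DEP and 10 to 19 lists passed for both particle groups together. In the same way, the log2 fold change after CB ran from −0.82 to −0.67 for Cyp4f14, −0.13 to 0.17 for Crp, −0.21 to 0.12 for Hpx, −0.10 to 0.20 for Lcn2, −0.042 to 0.19 for Itih3, −0.12 to 0.022 for Lbp, −0.21 to 0.15 for Mt2 and −0.025 to 0.077 for Il1rn. After DEP it ran from −0.12 to 0.12 for Sap, −0.091 to 0.075 for Nvl, −0.096 to 0.10 for Orm2, −0.28 to 0.032 for Hpx, −0.31 to 0.10 for Lcn2, −0.038 to 0.11 for Lbp, −0.15 to 0.13 for Steap4, −0.0039 to 0.085 for Il1rn and −0.017 to 0.16 for Fgl1.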

Differences from the paper's values

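The paper gives 25 genes past its threshold after CB, and limma called 0 at the same threshold on the adjusted p, with 1110 features at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's count. The Fs test with shuffled residuals called 0 (1127 at an unadjusted p under 0.05), median centring called 285, of which 15 are genes of Table 2, the last exposure round alone called 50, array weights called 1 (Cyp4f14), and an adjusted p under 0.1 gave 1 (Cyp4f14). Without CB mouse 59 or without air mouse 442 the count was 1 (Cyp4f14), and all other alternatives gave 0.

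After DEP the paper gives 6 genes and limma called 0, with 900 features at an unadjusted p under 0.05, and the Fs test called 0 with 989. The count was 0 under every alternative set before the data were examined. For both particle groups together, a comparison that the paper does not make, Tmed3 passed with the filter on dim features, at an adjusted p under 0.1, with median centring and without CB mouse 48, DEP mouse 444, air mouse 442 or air mouse 835433. Cyp4f14 passed too in that comparison without air mouse 442, Apoe (saturated on all arrays) without air mouse 50, and 9 genes of Table 2 passed with median centring.

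The paper gives a fold change of 1.01 for Nvl after DEP, and the value here was −1.00 on the paper's signed scale. Of the alternatives set before the data were examined, median centring (1.03) and the array set as a block (1.05) did not differ from the paper's value, nor did 7 of the 23 values that leave out 1 mouse. The other alternatives did, among them the second round alone (1.27). The 2 values differ in sign alone, since on the log2 scale they are 0.014 for the paper and −0.0011 here, with an SD between mice of 0.24. The other 39 of the 40 fold changes compared were within the spread between mice of the paper's values and had the paper's sign. Of the genes of Table 2 not saturated on every array, 21 of 21 had the paper's sign after CB, and 18 of 19 with a value of the paper after DEP.

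Apoe is among the genes that the paper gives as lower after both particles. Its Cy5 signal was saturated on all arrays here, so no fold change is given for it or for Cyp2a4.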

Other observations

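All tests in this part on Saa3 and the splits within exposure rounds or array sets were chosen after the results were seen. Across the 23 mice, Saa3, a serum amyloid A, went with Lcn2, the lipocalin that withholds iron from bacteria. Saa3 also went with Stat3, the transcription factor through which interleukin-6 acts on hepatocytes. For Lcn2, Pearson's r was 0.82 (p = 1e-05, the smallest that the permutations can give, adjusted 0.00016) and Spearman's rho 0.77 (permutation p = 5e-05, adjusted 0.0008). Leaving out the 2 mice farthest from the median gave r = 0.77, and r was 0.85 within the second round (12 mice), 0.43 within the last round (7 mice) and 0.84 within the exposure groups. For Stat3, r was 0.75 (permutation p = 9e-05, adjusted 0.00072) and rho 0.68 (permutation p = 0.00044, adjusted 0.00352), with 0.68 without 2 mice, 0.76 within the second round, −0.58 within the last round and 0.77 within the exposure groups, so the relation with Stat3 did not hold in the last round. Of 16 acute phase genes compared with Saa3, these 2 passed by both measures. Socs3, an inhibitor of cytokine signalling, passed by r (0.60, adjusted permutation p = 0.0127) and not by rho (0.51, adjusted permutation p = 0.0741).

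Eif2s3y, a gene of the Y chromosome, had a Cy5 signal of 928 in CB mouse 59 and of 146 to 244 in the other 22 mice, and the Cy5 signal of Xist in DEP mouse 55 was 210. In CB mouse 59 the Cy5 signal of Xist was 17293 (log2 ratio 0.89) and that of Uty, another gene of the Y chromosome, 162, below the absent limit. In DEP mouse 55 the Cy5 signals of Eif2s3y (193) and Uty (204.5) were both below that limit. Kdm5d, also of the Y chromosome, was above it in DEP mouse 55 (435) and CB mouse 59 (527), as in most of the mice. Its log2 ratio in these mice (0.26 and 0.18) lay within the range of all mice (−0.28 to 0.57). All mice are labelled female.

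In other splits of the same mice into groups of the same sizes, the exposure groups included, as many features passed the threshold as with the exposure groups in 100 of 100 splits for CB, DEP, CB against DEP and both particle groups together, where the exposure groups gave 0 and the highest other split gave 0, 1, 1 and 2. Every split reaches a count of 0, so the splits decide nothing about these counts. For the 14 gene lists called after CB, 3 of 100 splits gave as many, with at most 16 in another split. Where mice were exchanged only within exposure rounds 5 of 100 did (at most 17) and within array sets 8 of 100 (at most 17). For the 17 lists of both particle groups together 4 of 100 splits gave as many (at most 19) and 4 of 100 within exposure rounds (at most 22). Within array sets 1 of 100 did, the exposure groups alone (at most 15). For the 11 lists after DEP, 13 of 100 splits gave as many (at most 17) and 12 of 100 within exposure rounds (at most 18). Within array sets 3 of 100 did (at most 14). Some of these numbers are under 5 of 100. They come from 100 random splits each and are not adjusted for the number of comparisons, so chance is not firmly excluded for any of these counts. For the 1 list between CB and DEP 88 of 100 did (at most 18), 91 within exposure rounds (at most 21) and 94 within array sets (at most 14), so chance is not excluded. Without the list of Table 2 the counts were 13, 10, 0 and 16, with as many in 3, 14, 100 and 3 of the splits over all mice. Features over 1.5-fold were as many in 21 of 100 splits for CB (109 against at most 215) and in 31 for DEP (123 against at most 414), so chance is not excluded for them either. The highest split for DEP is several times the count of the exposure groups, which may point to a structure of the mice and was not tested.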
